A study of Mus musculus with 2 samples. Its data were reported in "LATS2 Positively Regulates Polycomb Repressive Complex 2" (2016).

How the data were processed

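Gene expression was compared between mouse embryonic fibroblasts (MEFs, primary connective tissue cells grown from embryos) that lack the Lats2 kinase (KO) and wild-type (WT) fibroblasts. Each RNA was labelled with a fluorescent dye, Cy5 (red) or Cy3 (green), and both RNAs were hybridised together to an Agilent whole mouse genome array of long oligonucleotide probes. The labels describe 2 arrays. On the first the KO RNA carried Cy5 and the WT RNA Cy3, and on the second the dyes were exchanged. The labels name only dye and genotype and do not say whether both arrays used the same RNA preparations. No separate replicates were named, so the arrays were taken as a technical dye swap throughout and counted as 1 replicate. On that reading the spread between the arrays measures hybridisation and dye error. The tests run on the 2 arrays as alternatives then compare the RNAs hybridised, not the genotypes.

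Per the file headers, the arrays were scanned and read with Agilent Feature Extraction under its protocol for 2-colour gene expression, and the authors deposited the mean signal and the median local background of every spot as intensity in arbitrary units. The same deposited tables hold Feature Extraction's own log10 ratio of Cy5 over Cy3 after its background correction and dye normalisation. The authors also deposited a table of log2 ratios per probe, which equalled the log2 ratio of KO over WT computed from the processed signals of the same spots, with both arrays turned the same way. Probe coordinates were those of the files, on the NCBI36 (mm8) mouse build. The place of a probe within exons or untranslated regions was not analysed here.

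The intensities were background corrected with limma 3.58.1 in R 4.3.3 (normexp, offset 50, mean signal against the local background median), and each array was normalised by loess within the array. The offset pulls the ratios of dim probes towards 0. Control spots and spots with a non-uniformity or population outlier flag in either channel were left out after the background step. The spots of a probe were averaged as log2 ratios, the sign of the second array was turned, and the mean of both arrays is given as log2 of KO over WT. Control spots numbered 1639 of 45018 on each array, and the remaining 43379 spots held 41174 probes.

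A probe was called when its log2 ratio was at least 1 in size, in the same direction, on each array and it was well above background, by Feature Extraction's flag, on both arrays in the genotype it was higher in. The 2-fold threshold is that of the study's methods. For a probe spotted repeatedly, the flag had to be set in at least a share of 0.5 of its spots. Where a gene had several probes, the probe with the highest mean intensity stood for it. A probe not well above background in 1 genotype on both arrays has only a bound there, given as "at least N-fold": the level in the brighter genotype against the higher of the lowest signal among probes well above background and the probe's own signal, per array, from channel values after loess and Aquantile. Both dye orientations enter such a bound.

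The genes named one by one followed a rule fixed before the data were examined, apart from those said to have been picked later. They are the 10 genes with the highest and the 10 with the lowest mean log2 ratio among those called and well above background in both genotypes on both arrays, the 5 in each direction with the largest bound, and the lists of Lats genes, Polycomb repressive complex 2 (PRC2) components and Hox genes. Some genes that meet the rule or belong to a list are not reported here. Which names count as gene symbols and not as clone or accession identifiers was settled after the values had been seen. Lists of developmental transcription factors, YAP/TAZ targets, proliferation, pluripotency and housekeeping genes, Xist, Y-linked genes and 7 cell types were also written beforehand, and lists of interferon and immediate early genes afterwards. A list's median was placed among 10000 random gene lists of the same size matched on mean intensity in 50 bins, as a description of these arrays. Gene names are those of the array files. Of the 41174 probes, 24375 had an accession that matched a reference table of mouse genes (GRCm38.p6, used for names only), and for 4783 of these the table gave another symbol.

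The calling steps were tested on a simulated dye swap of 41174 probes with 200 changed. Of the changed probes 90.0% were called, with 0 false calls, and the estimate was 0.874 of the true change at the median. All simulated changes lay beyond the 2-fold threshold, on probes above a minimum signal. Unchanged probes had no dye effect of their own and noise too small to reach 2-fold, so 0 false calls was nearly certain beforehand. Probes near the threshold or at the dimmest signals were not tested. The placement of list medians was checked with 200 random lists of 20 genes, of which 5.50% fell below the 2.5th or above the 97.5th percentile. Tables were handled with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and statsmodels 0.14.6, and plots with matplotlib 3.10.9. The alternatives tried were Feature Extraction's own ratio, the authors' deposited log2 table, median centring in place of loess and Aquantile after loess. Others were no background subtraction, an offset of 10, each array alone and other filters on dim probes. Further ones were the mean of both arrays in the calling rule and other ways to take 1 value per gene. The tests tried were a t-test at the methods' threshold and limma's moderated test on both arrays.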

Results

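Transcript levels of Lats2 KO and WT MEFs were compared on 2 arrays with the dyes exchanged, taken to hold the same pair of RNAs. Each array had 41174 probes. Outlier flags removed 390 spots (0.899%) from the array with the KO RNA in Cy5 and 378 spots (0.871%) from the array with the KO RNA in Cy3. The median signal was 96.8 units in Cy5 and 60.1 in Cy3 on the first array, and 98.5 and 58.2 on the second, over background medians of 36 and 33 and of 36 and 30. No spot was saturated. On both arrays 23584 probes were well above background in the KO channel and 23557 in the WT channel, and 22656 were so in both genotypes. No biological replicate was named. The number of arrays therefore limits the precision of every value below, and the differences between genotypes have no replicate check.

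The first question was how well the exchange of dyes returned the same ratios. Across 40875 probes with a value on both arrays, the log2 ratios of KO over WT correlated with Pearson's r of 0.899 and Spearman's rho of 0.626. Over the 22357 of them well above background in both genotypes the values were 0.937 and 0.860. These correlations run across probes, which are not independent replicates. The SD of a single probe between the arrays was 0.137 on the log2 scale, and that of the mean of both arrays was 0.0968. Spots of the same probe within an array varied less, with an SD of 0.0536 on each array over 144 probes that were spotted 10 times. The correlation depended on the removal of the intensity-dependent dye effect: with median centring in place of loess it was -0.18, an alternative chosen after the data were seen.

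Lats2, the gene targeted in the KO cells, was examined next as a possible check of the labels. It lies on chromosome 14, and 4 probes represent it. The brightest, at positions 56644080 to 56644139, had a mean log2 ratio of 0.56 (0.52 with KO in Cy5 and 0.60 with KO in Cy3). A probe overlapping it, which starts at 56644108, gave 0.56, and a probe at 56645246 to 56645305 gave 0.63. The remaining probe, at 56676512 to 56676571, fell by 0.35 (values of -0.18 and -0.51). Thus 3 of the 4 Lats2 probes were higher in the RNA labelled KO, by more than the SD between the arrays, and all 4 were well above background in both genotypes. The level of the targeted gene thus does not back the label, but a KO allele that still made a transcript could also give it. Whether the label is right is not decided by it. The samples are therefore called the RNA labelled KO and the RNA labelled WT from here on. On these arrays, each direction given below rests on the labels alone. Lats1, the related kinase on chromosome 10, had a log2 ratio of -0.03.

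The study is about PRC2, the enzyme complex that places the repressive mark H3K27me3 on histones, and its core components were compared in the same RNAs. Ezh2, the catalytic subunit (chromosome 6, 47461634 to 47462529), had a log2 ratio of -0.47, with -0.44 and -0.50 on the single arrays. In the RNA labelled KO this was 72.2% of the level in the RNA labelled WT. Eed (chromosome 7, 89840003 to 89842912) had a ratio of -0.31 (-0.27 and -0.35), or 80.5%. The brighter Suz12 probe (chromosome 11, 79849944 to 79850003) had a ratio of -0.46 (-0.45 and -0.47), and its dimmer probe -0.18. The mean over both Suz12 probes was -0.32, the alternative that moved a core component most. All 3 core components were lower by more than the SD between the arrays, and none reached 2-fold. Their median of -0.46 lay at percentile 5.46 of random lists matched on intensity, inside their range from -0.57 (percentile 2.5) to 0.60 (percentile 97.5). For all 8 components the median was -0.35, at percentile 2.31. Among the other components Rbbp4 was at -0.66 (-0.48 and -0.85 on the single arrays), Jarid2 at -0.38 and Rbbp7 at -0.14, whereas Ezh1 was at 0.11 and Aebp2 at 0.34. On the single arrays Rbbp7 was at -0.03 and -0.26, and its mean was just past the SD of 0.137 of a single probe between the arrays, which that of Ezh1 did not reach.

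**Figure D1:**
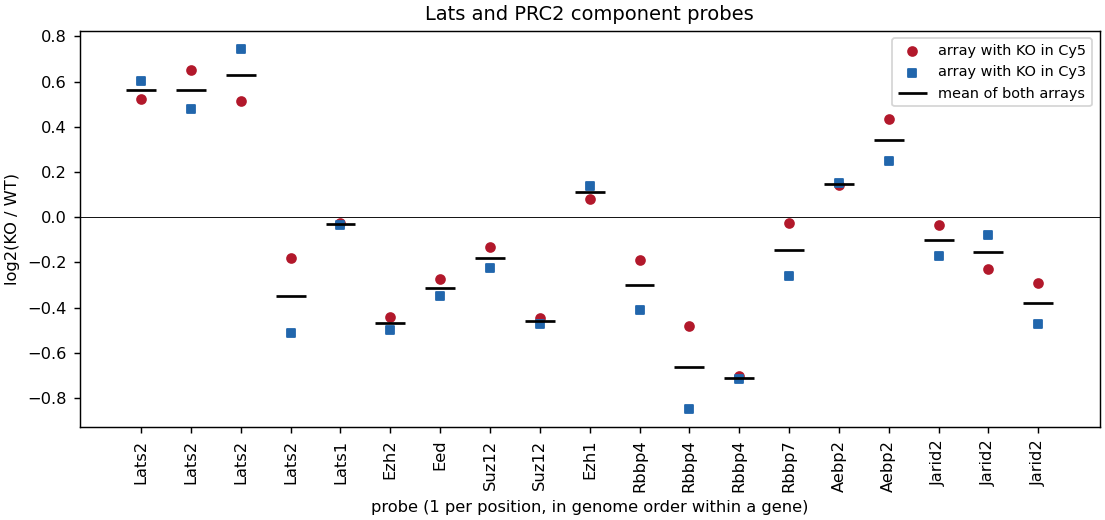
Log2 ratio of the RNA labelled KO over the RNA labelled WT for each probe of the Lats genes and the PRC2 components, with 1 point per array and a line at the mean of both arrays. Lats2 probes lie above 0 except for the probe at -0.35, and the probes of Ezh2, Eed and Suz12 lie below 0 on both arrays.

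Over all probes, 599 were at least 2-fold higher and 503 at least 2-fold lower in the RNA labelled KO on both arrays, which together are 4.50% of the 24485 probes well above background in at least 1 genotype. Counted by gene, with the brightest probe standing for each, 469 of 27579 genes were higher and 414 lower. Among the normalisations, the authors' deposited log2 table raised the counts of probes most, with 1284 higher and 1224 lower. Median centring lowered the counts of probes most, to 321 and 169. Of the tests tried, a t-test at the methods' threshold, run here on the ratios of the 2 arrays, gave 524 and 443. After Benjamini-Hochberg, which the methods do not name, it left 0. The study's supplement speaks of several independent cell lines, so its own t-test need not rest on these 2 arrays. Of the called probes, 520 of those higher and 477 of those lower were well above background in both genotypes on both arrays. Another 56 of those higher were not well above background on either array in the RNA labelled WT, and 12 of those lower were not so in the RNA labelled KO. Among 5293 genes with several probes above background, 111 had probes more than 1 log2 unit apart, and 0 had probes called in both directions.

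**Figure D2:**
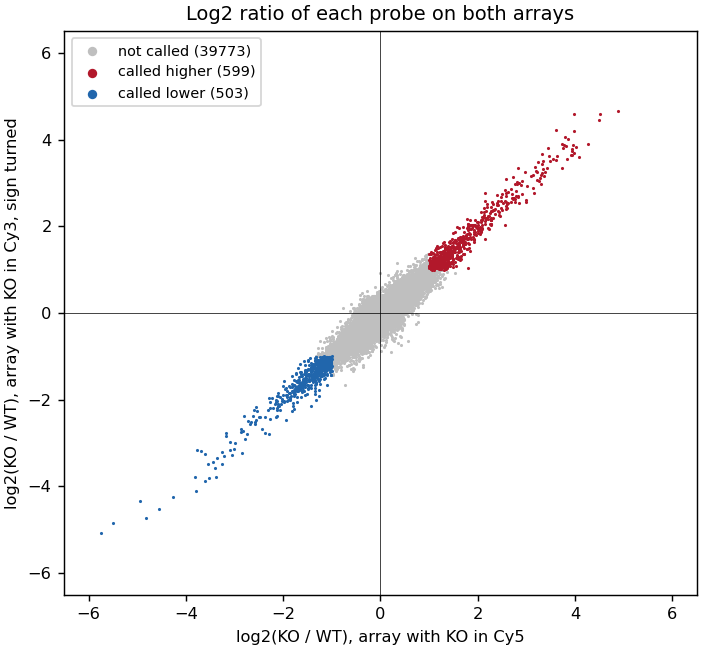
Log2 ratio of the RNA labelled KO over the RNA labelled WT for each probe on the array with KO in Cy5 (horizontal) and on the array with KO in Cy3, sign turned (vertical). The 599 probes called higher (red) and 503 called lower (blue) lie along the diagonal.

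Among genes well above background in both genotypes, the highest ratios were those of Syt13 (4.77), Sema3e (4.55), Hoxb9 (4.47), Kcnab1 (4.09), Prl2c5 (3.93), Sulf1 (3.92), Prl2c3 (3.92), Ptx3 (3.91), Speer3 (3.86) and Col4a6 (3.84). The Syt13 probe lies on chromosome 2 at 92756500 to 92756559, and the Sema3e probe on chromosome 5 at 14260029 to 14260088. Different probes of several of these genes disagreed: the lowest probe was at 0.12 for Syt13, 0.04 for Sema3e, 0.74 for Kcnab1 and -0.21 for Col4a6. Prl2c5, Prl2c3 and Speer3 belong to families of near-identical copies, and their probes may report more than 1 member. The lowest ratios were those of Aldh1a3 (-5.42), Tnn (-5.17), Ifi27 (-4.78), Rspo1 (-4.25), Egr1 (-3.95), Gpc3 (-3.80), Fos (-3.73), Rasgrp2 (-3.66), Aqp1 (-3.59) and Lgals3 (-3.49). The Aldh1a3 probe lies on chromosome 7 at 66269849 to 66269908, and the Tnn probe on chromosome 1 at 161922408 to 161922466. The probe named Ifi27 has an accession that the reference table gives to Ifi27l2a. Other probes of Rasgrp2 reached 0.08, and the other probe of Aldh1a3 was at -1.55.

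Some called genes were not well above background in 1 of the RNAs and have only a bound. Sepp1 (Selenop in the reference table) was at least 11.03-fold higher in the RNA labelled KO, Hoxb2 at least 6.47-fold, Pir at least 5.12-fold, Bves at least 4.65-fold and Cap2 at least 4.22-fold. A second probe of Pir was at -0.05. In the other direction Elavl2 was at least 9.42-fold lower, Ranbp3l at least 3.37-fold, Adamts8 at least 3.12-fold, Hmcn1 at least 2.52-fold and Wnt10b at least 2.31-fold. These bounds are for the mean of both arrays and leave out the spread between them. For Hoxb2 and Wnt10b the bound equals the fitted ratio, since the probe's own dim signal was above the lowest signal of probes well above background.

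Homeotic genes are typical PRC2 targets, and 38 of the 39 mouse Hox genes were measured by a usable probe. Their median log2 ratio was 0.05, at percentile 99.2 of random lists matched on intensity. Only 15 of them were well above background in at least 1 RNA, and the median of those was 1.16, the alternative that moved the list most. The difference lay mostly in the Hoxb cluster on chromosome 11. The median of its 10 genes was 2.28 (2.17 and 2.39 on the single arrays), at percentile 100. This median lies between Hoxb2 and Hoxb8, which were not well above background in the RNA labelled WT and have only a bound, so it is not an estimate of the size of the difference. With genes at their bound it was 2.26. Hoxb9 (96091841 to 96091900) had a ratio of 4.47, Hoxb7 (96105987 to 96106046) 3.82, Hoxb6 (96117339 to 96117398) 3.27, Hoxb5 (96121906 to 96121965) 2.91, Hoxb2 (96169898 to 96169957) 2.69 and Hoxb8 (96101232 to 96101291) 1.87. These 6 genes were called. Hoxb5 was well above background in the RNA labelled WT on 1 of the 2 arrays, and Hoxb8, at least 3.53-fold higher, on neither. Hoxb4, with a ratio of 1.16, was not well above background in the RNA labelled WT on either array. Its bound of 2.23-fold equals the fitted ratio for the mean of both arrays and leaves out the spread between them. Hoxb4 was not called, since its ratio reached 0.97 on 1 array. Hoxb1 and Hoxb13 were not well above background in either RNA.

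Probes within the cluster did not always go together. The brightest Hoxb3 probe (96161890 to 96161949) had a ratio of -0.50, whereas the other (96163778 to 96163837) was not well above background in the RNA labelled WT on either array and was at least 6.41-fold higher in the RNA labelled KO. A dimmer Hoxb6 probe gave 0.37, and a dimmer Hoxb8 probe, not well above background in either RNA, 0.12. With the mean over all probes of a gene the cluster median was 1.49, and with the authors' deposited log2 table it was 4.74. The medians of the other clusters were 0.08 for Hoxa, -0.01 for Hoxc and 0.01 for Hoxd, of which the last 2 changed sign under other processing. Of their genes 5, 2 and 0 were well above background in at least 1 RNA. The Hoxa median lay at percentile 98.9 of matched random lists, whereas those of Hoxc and Hoxd lay inside the random range. All 5 Hoxa genes above background had positive ratios, and 1 was called higher. The Hoxa median was 0.36 with Feature Extraction's ratio and 0.006 without background subtraction.

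**Figure D3:**
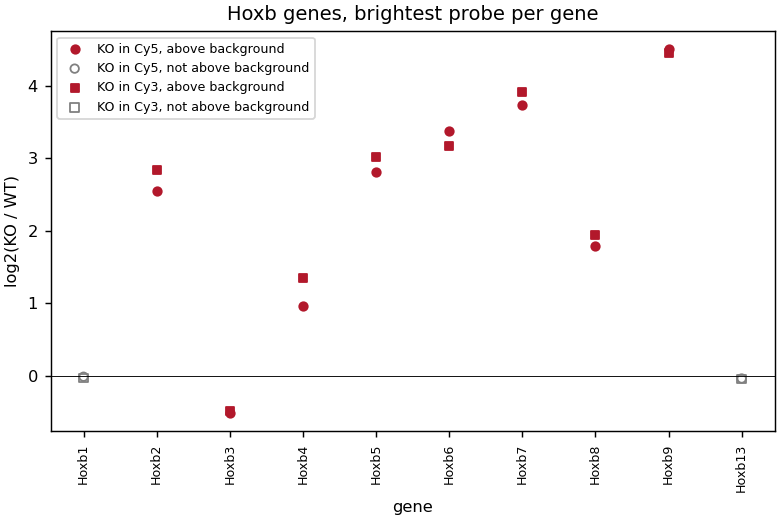
Log2 ratio of the RNA labelled KO over the RNA labelled WT for the brightest probe of each Hoxb gene, with 1 point per array; filled points are genes well above background in at least 1 RNA on both arrays. Hoxb9 stands highest at 4.47, Hoxb3 lies at -0.50, and Hoxb1 and Hoxb13 lie near 0 with open points.

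Developmental transcription factors other than Hox genes, written down as a list of 158 genes, had a median of -0.01, at percentile 28.4. It was 0.01 with the authors' deposited log2 table, so it has no direction. For the 70 of them well above background in at least 1 RNA the median was -0.09. In this list 5 genes were called higher and 5 lower. Among them Gata3 (2.87), Lhx8 (2.57), Eomes (1.59) and Irx1 (1.44) were higher, and Msx1 (-2.07), Lhx9 (-1.58), Dlx1 (-1.16) and Isl1 (-1.09) were lower. These genes were named after their values had been seen.

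Lats kinases restrain the transcriptional coactivators YAP and TAZ, so their target genes were also compared. For 19 of 21 listed targets with a usable probe the median log2 ratio was 0.60, at percentile 100 of matched random lists. It was 0.50 with the mean over all probes of a gene, the alternative that moved it most. Of these genes 6 were called higher and 0 lower. Ankrd1 had a ratio of 3.54 and F3 of 2.58, followed by Crim1 (1.30), Igfbp3 (1.26), Tgfb2 (1.24) and Amotl2 (1.14), all named after their values had been seen. The lowest of the list was Gadd45a at -0.48.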

Values the study reported

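For the fibroblast arrays the study required a fold change of at least 2.0 and p under 0.05 in a t-test. In HeLa-S3 cells, a human cervical cancer line, the study reported that LATS2 knockout raised CTGF 1.6-fold. EZH2 and EED transcripts fell to 42% and 57% of wild type by RT-qPCR in the knockout HeLa-S3 cells, whereas SUZ12 transcripts were not reduced.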

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

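The tests on spike-in probes were chosen after the result was seen. The array carries 10 control probes for E1A spike-in RNA, each spotted 32 times on an array and outside the comparison of genotypes. The medians of 3 of the 10 lay above the 95th percentile of the 153 negative control spots of an array, taken over both arrays, in both channels, 12.5 units in Cy5 and 11.1 in Cy3. The highest was 28.0 in Cy5 and the lowest 3.76. If spike-in RNA had been added at the usual graded amounts, the probes would span several orders of size and the brightest would far exceed the background, which a highest median of 28.0 argues against. Weak binding of fibroblast RNA to these probes may remain as an explanation and was not tested. No biological explanation was tested.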

How the results depend on the processing

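The alternatives for the correlation between arrays, with the step of 0.05 taken as a change, were chosen after seeing the data. The rest were chosen before the data were examined, except for the lists of interferon and immediate early genes. Over 853 recomputed values, 548 moved by less than the spread between arrays or, for counts, by less than 1.5 times, 304 moved by more, of which 259 were larger and 45 smaller in size, and the correlation between arrays became negative under 1 alternative. Besides that correlation, 63 recomputed values had the opposite sign, 20 of them list medians and 43 single Hox genes. With the correlation counted, 25 of the 64 sign changes went beyond the spread. None of the 63 belonged to a called gene, and the values they started from were at most 0.13 in size. The median of the developmental regulators, close to 0, was among them. The 548 include the recomputations with Aquantile after loess, which cannot move a ratio, so that number overstates stability.

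The correlation between arrays was -0.18 with median centring. It was 0.672 with Feature Extraction's own ratio, 0.671 with the authors' deposited log2 table and 0.758 with an offset of 10. Median centring leaves the intensity-dependent dye effect in place, with opposite sign on the 2 arrays once turned.

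Counts of called probes were 1280 higher and 1220 lower with Feature Extraction's own ratio, 1284 and 1224 with the deposited table, and 321 and 169 with median centring. The share of higher probes was 65.5% with median centring against 54.4% with loess. A t-test at the methods' threshold gave 524 higher and 443 lower, and 0 and 0 after Benjamini-Hochberg, which was added here. It was run on 2 ratios per probe, a design with 1 degree of freedom that sees hybridisation error only. With limma they were 662 and 598, the same as for a mean of both arrays of at least 2-fold, so its adjusted p excluded no probe. Aquantile leaves the ratios as they are, and the detection filter had excluded no probe. None of these 3 says anything about stability. The array with KO in Cy3 alone gave 670 and 666, and the other array alone 715 and 584.

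The Hoxb median was 4.74 with both Feature Extraction's ratio and the deposited table, 3.33 with an offset of 10, 2.82 without background subtraction, 2.80 over genes above background and 1.49 with the mean over all probes. The Hox median was 0.10 with Feature Extraction's ratio and with the deposited table, 0.11 with an offset of 10, 0.063 with median centring, 0.034 without background subtraction and 1.16 over genes above background, and on single arrays it ran from 0.044 to 0.059. A smaller offset compresses dim probes less by construction. For the other values the cause was not tested. The developmental regulators were at -0.092 over genes above background and between -0.042 and 0.0038 on single arrays. The YAP/TAZ median was 0.50 with the mean over all probes and 0.56 to 0.60 on single arrays, and the Suz12 mean over probes was -0.32. No scaling moved the median of all probes by over 0.1.

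Signal over background limits dim genes. Among probes well above background in at least 1 RNA, 1.16% of the dimmest 6047 were called, 6.25% and 6.29% of the next groups of 6046, and 4.53% of the brightest 6047, so the share was low among the dimmest and did not rise steadily with signal. No paired analysis was possible because each genotype has 1 replicate.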

Other observations

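The tests of dye bias, of the Hoxb cluster, of sex, of both Lats2 explanations, of a chromosome change in part of the cells and of neighbouring genes were chosen after the result was seen, and so were the genes of the interferon and immediate early lists. For the Hoxb cluster, the share of regulators with a positive ratio was added after the median.

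Dye bias was tested on all probes whose ratio was at least 2-fold in size on both arrays, whatever its sign on either. A dye effect does not turn with the swap, so it would give probes with the same sign of Cy5 over Cy3 on both arrays. There were 0 such probes and 1102 with opposite signs, which argues against dye bias of single probes after loess as a source of 2-fold ratios. Noise of dim spots would leave few calls among bright probes, but 4.53% of the brightest 6047 probes above background in at least 1 RNA were called. Both tests concern hybridisation and leave open whether the cultures differ for reasons other than genotype.

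The Lats2 probes go both ways, with 0.97 log2 units between the highest and the lowest. If the 2 RNA labels were exchanged, each probe would be lower in the RNA labelled WT, and the lowest probe, at -0.35, goes the other way but is not lost. If the KO cells made a shortened transcript, probes over the removed part would be lost while others stayed, and no probe was lost. With 4 probes, of which 3 lie close together, and without the position of the deletion, an exchange of labels and a shortened transcript cannot be told apart. On these arrays alone either may hold, and all directions in the report depend on the labels.

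The 70 developmental regulators above background had a median of -0.092, and 38.6% of them had a positive ratio. This argues against a general rise of detected regulators as the source of the Hoxb difference. Of the 70, 64 were well above background in both RNAs, so the median says little about regulators silent in the RNA labelled WT. A different body position of the fibroblasts, which Hox genes record, would move paralogues of other clusters too. The median of the 7 such genes above background was 0.15, and most other paralogues were not well above background, so body position and genotype cannot be told apart. That the Hoxb cluster responds to Lats2 may also be the case and cannot be separated from a difference between cultures with 1 culture of each.

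The lower ratios of the PRC2 core components may go with slower growth of the culture labelled KO. The median of 22 proliferation genes was -0.65, and 21 of them were lower, with Rrm2 at 1.19 as the exception. A change in growth can itself follow from the genotype, which was not tested. For HeLa-S3 cells the study proposes that the cell cycle did not cause the fall of PRC2. Flow cytometry there showed no significant difference upon knockout. That evidence does not cover these fibroblasts. The ratio of Ezh2 was 72.2%. That is higher than the value quoted from the study above, which was measured in other cells by another method.

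Ifi27 was among the lowest genes. The median of the interferon list without Ifi27 was -0.65, with 15 of 17 genes lower and Ifit2 (0.68) as an exception. It was -1.65 with Feature Extraction's ratio and with the deposited table, -0.92 with an offset of 10, and -0.55 on the array with KO in Cy5 alone. The lower median is a pattern consistent with a different interferon state of the cultures. Whether that state follows from the genotype was not tested. Fos, Fosb and Egr1 were also lower. The other immediate early genes had a median of 0.11, with 4 called lower and 2 called higher, which decides nothing about a difference in handling or serum at harvest.

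Xist, made from the inactive X chromosome of female cells, was well above background in both RNAs with a ratio of -0.083, and the 4 Y-linked genes were so in neither, which argues against embryos of different sex. Of the 7 lists of cell type markers, at most 2 genes of a list were called. At most 5 genes of a list were well above background in at least 1 RNA, so these counts cannot exclude cells of another type in 1 culture. Lpl (2.78) and Pparg (2.83) rose among adipocyte genes, while Adipoq, Plin1 and Cfd were not well above background in either RNA. The 4 adipocyte genes well above background in at least 1 RNA had a median of 1.87, with 3 higher and 1 lower. In the macrophage list Lyz2 was called higher and Cd14 lower. The epithelial list had 1 called gene, Krt19 (2.12). The endothelial, neural, muscle and erythroid lists had 0. Medians were -0.03 for pluripotency genes, which became 0.015 with the deposited table, and 0.06 for housekeeping genes, with Ywhaz at -1.57.

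By chromosome, 18 of 20 medians lay outside the range between percentiles 2.5 and 97.5 of 1000 random gene lists. Chromosome 12 stood highest, at 0.19, followed by chromosome 5 at 0.14, and chromosome 4 lowest, at -0.17. An added copy of a chromosome in all cells predicts a shift of 0.585, which a highest value of 0.19 argues against. Local groups of neighbouring genes as the whole source are argued against by circular shifts of the genes along the genome, of which 4 of 1000 gave as large an SD of chromosome medians as the 0.0970 observed. The shifts had a median SD of 0.0783 and a highest of 0.0982, so such groups stay open as a part of the spread. All 12 windows of 10 Mb on chromosome 12 (100%) lay above the median of all genes. On chromosome 5 all 15 windows lay above it, on chromosome 8 all 12 lay below it, and on chromosomes 4 and 7 each 14 of 15 lay below it. Others were less uniform: 10 of 11 lay below on chromosome 15, 8 of 10 on chromosome 16, and 8 of 13 on chromosome 10, whose median of -0.098 was close to the -0.100 of chromosome 7. These are the chromosomes with medians farthest from 0. Such shifts may come from a gain or loss in part of the cells, but chromosome 12 was tested because it stood farthest from 0, and base composition was not tested, so such a gain or loss and a chromosome-wide change in expression cannot be told apart. Around Lats2, 3.81% of 289 probes within 10 Mb were called, against 4.57% elsewhere, which argues against flanking DNA of the targeted locus as a main source of calls.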
